A study of Mus musculus with 6 samples. Its data were reported in "Epigenomic priming of immune genes implicates oligodendroglia in multiple sclerosis susceptibility" (2022).

How the data were processed

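Primary oligodendrocyte precursor cells (OPCs) from mouse brain were cultured in proliferation medium. From 24 h after passaging they received either that medium alone (Ctr-OPCs) or the medium with 100 ng/mL IFN-γ (IFN-γ-OPCs). The series holds 6 HiChIP libraries for H3K27ac, 3 per condition, grouped by the treatment named in the library titles. HiChIP joins ligated chromatin contacts to an immunoprecipitation, so that contacts of regions carrying the histone mark are enriched. Per the study's methods, reads were aligned to mm10 and de-duplicated with HiC-Pro. The contacts were combined with ATAC-seq and H3K27ac CUT&RUN of the same condition in the activity-by-contact (ABC) model, which predicts the genes that a regulatory element acts on.

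The labels assign 1 prediction table to all 3 libraries of a condition, so the values belong to pooled libraries. No value has a replicate error, no p-value between conditions was computed, and no library could be left out. The read depth per library is unknown from these tables, and no interval that needs it is given.

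The ABC score is a fraction that the authors obtained by dividing the activity times the contact of an element by the total over all elements around the gene. Each score is therefore a share within its gene: a gene whose elements all gain input equally keeps its scores. The deposited tables start at a score of 0.02, list no self-promoter pairs, and hold only target genes with a promoter activity quantile of at least 0.4, as tested on the tables. A gene absent from a condition's table counts as having 0 connections there, whichever of these limits it missed. Element activity is a signal that the authors derived from ATAC-seq and H3K27ac coverage. The contact, the contact adjusted with a pseudocount, the product of activity and contact, and a score from a power law of distance are deposited as score values with no fixed range. Contact was given at 5 kb bins. The study's methods give default parameters for quantifying enhancer activity. Beyond that, how the authors scaled activity and contact between the conditions is not stated.

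A connection was an element-gene pair with an ABC score above 0.05, the cut-off in the study's methods. A connection was shared when an element of the other table overlapped it by at least 1 bp and had the same target gene. For activity and contact, each pair was matched to its best overlapping pair in the other table when the match was mutual, and pairs that were a connection in at least 1 condition were used. The variance of the log2 ratio of scores was split by covariance into the parts of activity, contact and gene total. The gene total, the activity times contact summed over all elements of a gene, was recovered as the product of activity and contact divided by the score.

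For changes in connections, gene lists were compared with 10000 random lists of the same size. The random lists were drawn within 10 strata of the mean number of connections over both conditions, and the list's percentile was taken. Values above 97.5 or below 2.5 were called outside the range of random lists. For gene totals, microglia markers included, and for the activity and contact ratios of list genes, the random lists were not matched. The strata are narrow, so genes going from 0 to 1 and from 1 to 0 fall together and the percentile mainly reads the direction of change among genes that changed. The percentile describes these 2 tables. The IFN-γ-induced list of 42 genes holds genes that the study's text names as raised, genes it names in other contexts, members of the Gbp family and a few genes labelled in its figures. A list of 20 OPC lineage genes and one of 12 genes at loci the study describes were fixed with it before the data were examined. The study named most of these genes from its own experiments, so they are not independent evidence. Named genes are the genes of these lists and the 5 genes with the largest gain and the 5 with the largest loss in connections, ties broken by the change in summed ABC score over connections above the cut-off and then by name. One gene that this rule names, and a short list that holds it, are not reported here. A list of 20 microglia markers was written before its test.

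Symbols and annotation came from GENCODE M21 (GRCm38, the build of the tables). Of 32049 target genes in either table, 31937 were in that release, and 99.6% of these had the annotated TSS. The short table of each condition held the same scores as the full table. Positions are 1-based. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used. Sequence copies were counted with BLAST 2.17.0 as alignments of at least 100 bp at 90% identity, for the 10 most active elements and 50 elements of ordinary activity drawn at random.

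The procedures were tested on simulated data made from the Ctr-OPC table. In an otherwise unchanged copy of the Ctr-OPC connections, all 200 genes given 1 more connection were recovered, with 0 calls among 25579 other genes. This checks the counting only and gives no error rate for the real tables. With a simulated contact share of 59.0% the covariance split returned 59.5% over 52961 pairs. The simulated pairs kept their gene totals and element widths, so the part of the gene total was not tested. Of 100 lists drawn at random from the real tables, 6% lay outside the range of random lists.

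Alternatives to the main settings were all deposited pairs, a cut-off of 0.1, the same number of top-scoring connections in both conditions, other rules for shared elements, other matching of random lists, the summed ABC score, and activity divided by each table's median. Added after the data were seen were protein-coding genes only, genes listed in both tables, the power-law score, and leaving out the 10 most active elements. The power-law alternative is incomplete, because the tables are already limited by the ABC score.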

Results

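Enhancer-promoter connections predicted by the ABC model were compared between Ctr-OPCs and IFN-γ-OPCs, to ask whether IFN-γ changes which elements are connected with which genes. The data were 2 pooled tables, 1 per condition, each from 3 H3K27ac-HiChIP libraries. No replicate error can be given for any value below, and the depth behind each table is unknown. The Ctr-OPC table listed 66637 element-gene pairs for 25779 target genes, and the IFN-γ-OPC table listed 71478 pairs for 26591 target genes.

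At an ABC score above 0.05 there were 11648 connections in Ctr-OPCs and 12410 in IFN-γ-OPCs, 6.54% more with IFN-γ. The number of target genes with a connection was 8850 and 9454, and the number of elements was 7787 and 8384. A target gene with any connection had a mean of 1.32 connections in Ctr-OPCs and 1.31 in IFN-γ-OPCs, so at this cut-off the higher number of connections came with more target genes and not with more connections per gene. Over all deposited pairs the mean number per target gene was higher in IFN-γ-OPCs, at 2.69 against 2.58. Above the cut-off of 0.05, a single connection was found for 75.7% of target genes with any in Ctr-OPCs and for 75.8% in IFN-γ-OPCs. The largest number for 1 gene above this cut-off was 7 in both conditions. Among all connections of both tables, 51.6% were in IFN-γ-OPCs (Wilson 95% confidence interval 51.0 to 52.2, counting error only). The alternative that moved this share most was the power-law score in place of the ABC score, with 50.6%.

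Connections were short. The median distance between element and promoter was 6.02 kb in Ctr-OPCs and 6.11 kb in IFN-γ-OPCs, and it was 15.1 and 15.8 kb over all deposited pairs. Element and TSS lay in the same or adjacent 5 kb bins for 60.6% of connections in Ctr-OPCs and 60.8% in IFN-γ-OPCs. Elements within genes made up 72.3% of connections in Ctr-OPCs and 70.7% in IFN-γ-OPCs. Only 44.9% of the target genes were protein-coding in either condition.

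Of 12779 genes with a connection in at least 1 condition, 4781 had more connections in IFN-γ-OPCs, 4151 had fewer and 3847 had the same number. Among genes that changed, 53.5% had more (Wilson 95% interval 52.5 to 54.6). With the same number of top-scoring connections taken from both tables, which balances them by construction, the share was 50.1%. Most changes were by 1 connection, which was the case for 85.1% of the genes that changed.

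The same element-gene connection was often absent from the other condition. Of the Ctr-OPC connections, 5766 (49.5%) were shared with IFN-γ-OPCs, and of the IFN-γ-OPC connections 5744 (46.3%) were shared with Ctr-OPCs. Limiting the comparison to target genes listed in both tables raised the shares to 57.6% and 54.5%. A further 2788 Ctr-OPC connections were listed in the other table below the cut-off, which is 47.4% of those not shared, and the number was 3043 (45.6%) for IFN-γ-OPCs. The target gene was absent from the other table for 1020 Ctr-OPC connections whose element was listed and for 621 whose element was not. The corresponding numbers for IFN-γ-OPC connections were 992 and 870. The shared part rose with the score, from 30.8% of Ctr-OPC connections scoring 0.05 to 0.06 to 74.5% of those above 0.1.

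**Figure D1:**
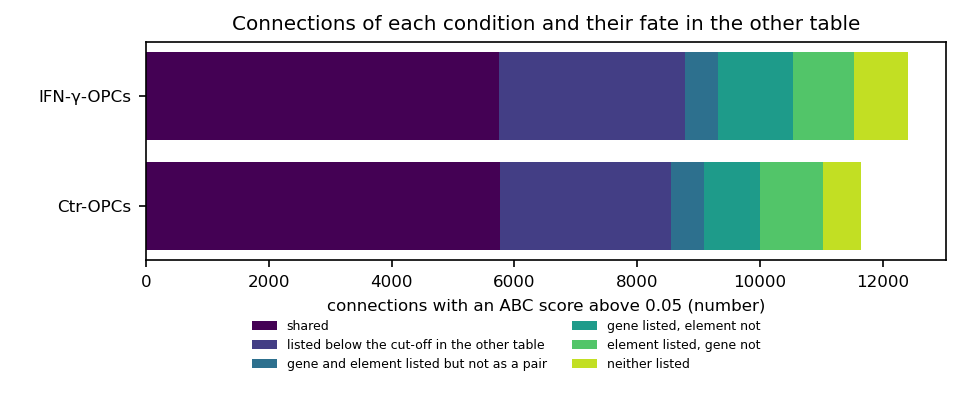
Horizontal bars give the number of connections with an ABC score above 0.05 in each condition, divided by whether the same element-gene pair is a connection in the other table, is listed there below the cut-off, or is not listed. The first segment is 5766 connections in Ctr-OPCs and 5744 in IFN-γ-OPCs.

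The score of a pair can change through the activity of its element, through its contact, or through the total of its gene. The labels name 1 contact map for all libraries, so it was asked whether the contact values of the conditions were the same. They were not. Of 11313 matched pairs in the same 5 kb bins, 70 had equal contact values, and 52 of these were 0 in both tables. Spearman's rho between the contact values of 11517 pairs was 0.849 (Pearson's r 0.822), across pairs that are not independent replicates. Over all deposited pairs rho was 0.912. The median log2 ratio of adjusted contact, IFN-γ-OPCs over Ctr-OPCs, was 0.05, with an SD over pairs of 0.60. The median log2 ratio of activity over 7721 matched elements was -0.07, with an SD over elements of 0.58. Dividing activity by each table's median, which shifts every element by the same amount, gave 0.04. The scaling of activity between the tables is not stated beyond the use of default parameters, so the sign of this median is not interpreted. Covariance with the log2 score ratio assigned 47.7% of its variance to activity, 55.3% to contact and -2.99% to the gene total. With a reciprocal overlap of at least 50% the contact part was 67.4%.

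The 42 IFN-γ-induced genes were asked about as a list, of which 38 were listed in at least 1 table. They had 9 connections in Ctr-OPCs and 33 in IFN-γ-OPCs, a mean change of 0.63 connections per gene. This was above all 10000 matched random lists, whose largest mean was 0.53. There were 16 genes with more connections, 3 with fewer and 19 with no change, and 17 genes had 0 connections in both conditions. The mean change was 0.18 at a cut-off of 0.1, and it lay outside the range of random lists there and under every other alternative tried.

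Cxcl10 (chromosome 5, TSS at 92348889, mm10) went from 0 to 4 connections, Cxcl9 (TSS at 92328079) from 0 to 3 and Cxcl11 (TSS at 92365485) from 2 to 4. Over all deposited pairs the gains were 1 for Cxcl10, 4 for Cxcl9 and 2 for Cxcl11. At a cut-off of 0.1 they were 1, 1 and 2. These 3 genes shared elements. An element in an intron of Art3 (chromosome 5, 92353477 to 92353976) had an activity of 3.31 in IFN-γ-OPCs, a score of 0.180 for Cxcl10 and a contact of 0.0395. It overlapped 2 elements in Ctr-OPCs, with activities of 0.503 (92353050 to 92353549) and 0.296 (92353559 to 92354058), scores of 0.0382 and 0.0225 for Cxcl10, and a contact of 0.0337 each. Ciita (chromosome 16, TSS at 10480059) went from 0 to 2 connections, one of them to an element overlapping a coding exon and UTR of Ciita (10489531 to 10490030). Socs1 (TSS at 10785536) gained 1 connection with an intergenic element (10787056 to 10787555, score 0.0753). The change of Socs1 was 0 over all deposited pairs and at a cut-off of 0.1. Igtp and Irgm2 (chromosome 11) both went from 0 to 2 connections with the same 2 intergenic elements. Psmb8, Gbp6 and Ifit3b had 1 connection fewer in IFN-γ-OPCs, and Gbp6 was not listed there. The element that Psmb8 lost scored 0.0545 in Ctr-OPCs and 0.0499, just below the cut-off, in IFN-γ-OPCs. Its activity was 1.26 in Ctr-OPCs and 1.52 in IFN-γ-OPCs, and the change of Psmb8 was 0 over all deposited pairs. The gain of H2-D1, from 0 to 1, turned into a loss of 1 over all deposited pairs.

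**Figure D2:**
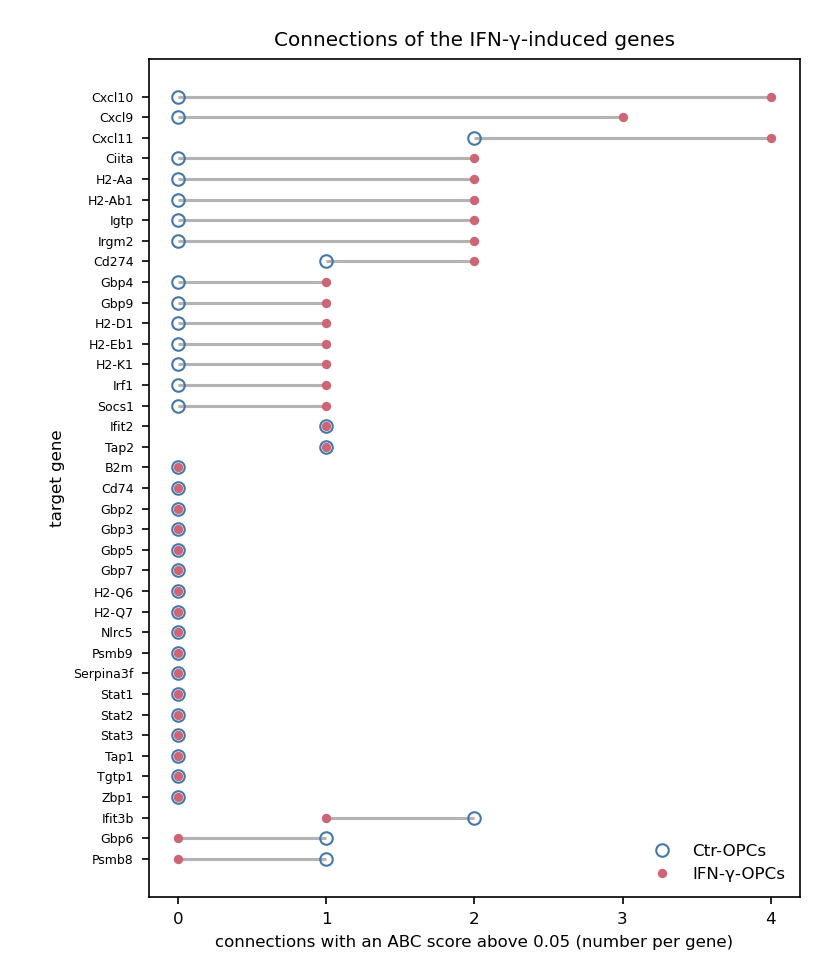
Each row is 1 of the 38 IFN-γ-induced target genes listed in at least 1 table, and the x axis is its number of connections with an ABC score above 0.05 in Ctr-OPCs (open circles) and IFN-γ-OPCs (filled circles), a gene absent from a table being drawn at 0. The list has 16 genes with more connections in IFN-γ-OPCs and 3 with fewer.

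The other lists were smaller. The 20 OPC lineage genes had 30 connections in Ctr-OPCs and 24 in IFN-γ-OPCs, with 3 genes higher and 8 lower. Their mean change of -0.30 lay at percentile 9.32, within the range of matched random lists, and it was at 1.70 against random lists that were not matched and at 85.6 against lists matched on the number of connections in Ctr-OPCs. A change in this list was therefore not established. Olig1 had 4 connections in both conditions, Olig2 had 2 and 3, and Pdgfra had 2 in both. The 12 genes at described loci had 2 and 9 connections (mean change 0.58, percentile 99.0), and 8 of the 12 are also in the IFN-γ-induced list. Of the other locus genes, Bcas1 went from 0 to 1 connection, with a connection to an element overlapping a coding exon of Bcas1 (chromosome 2, 170406356 to 170406855) whose score was 0.0425 in Ctr-OPCs and 0.0536 in IFN-γ-OPCs. Its change was 0 over all deposited pairs and at a cut-off of 0.1.

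The region between the TSSs of Psmb9 and H2-Eb1 (chromosome 17, 34187764 to 34305867) had 2 connections in Ctr-OPCs and 10 in IFN-γ-OPCs. Over all deposited pairs it had 17 and 43. H2-Ab1 and H2-Aa went from 0 to 2 connections each, and H2-Eb1 and H2-Ob from 0 to 1. The elements of H2-Ab1 lay in an intron (34261470 to 34261969, score 0.0769) and over a coding exon and UTR (34262979 to 34263478, score 0.0601) of the gene itself. An element in an intron of Gm20513 (34296002 to 34296501) was connected with H2-Aa, H2-Eb1 and Gm20513. At the Psmb9-Tap2 end the number of connections above the cut-off did not rise for the 4 genes named there. Psmb9 and Tap1 had 0 in both conditions, Tap2 had 1 in both and Psmb8 went from 1 to 0.

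An intergenic element downstream of Tap2 (chromosome 17, 34218623 to 34219122 in IFN-γ-OPCs) had an activity of 3.78 in IFN-γ-OPCs and 0.593 in Ctr-OPCs. It was listed with 7 target genes in IFN-γ-OPCs, namely Gm15821, Gm20496, Tap2, Psmb8, Tap1, Psmb9 and H2-Ob, and with 1 in Ctr-OPCs, Gm15821. Only Gm15821 (score 0.150) and Gm20496 (0.0704) passed the cut-off. Its scores were 0.0388 for Tap2, 0.0338 for Psmb8 and 0.0294 for both Tap1 and Psmb9, below the cut-off. These non-coding genes and the element itself are outside the gene lists and were named after their values were seen.

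**Figure D3:**
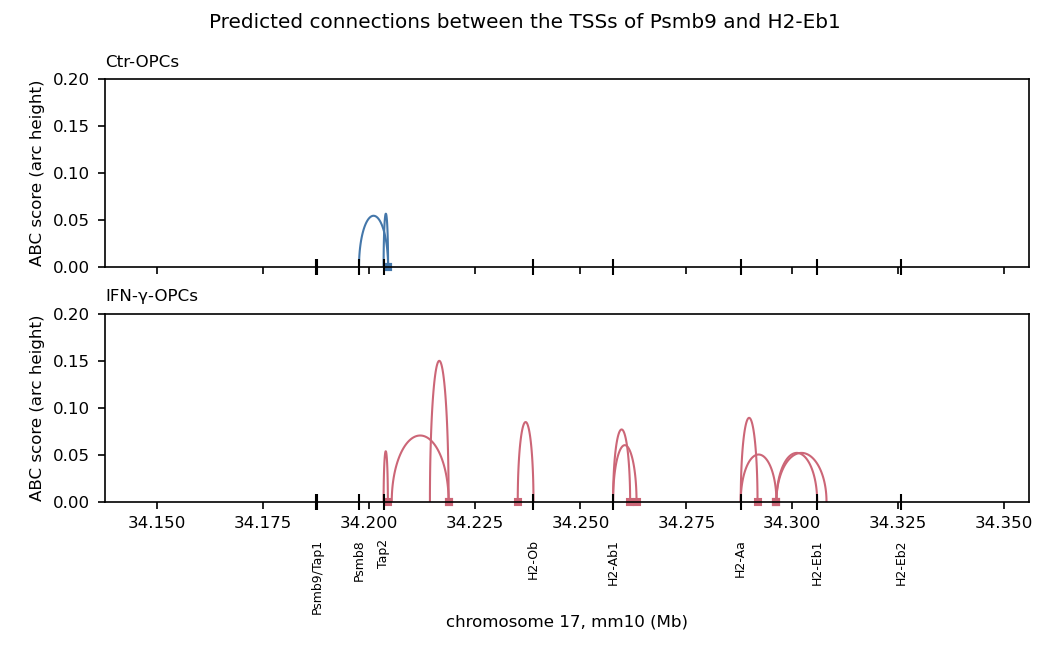
Arcs join the centre of each element (squares) with the TSS of its target gene on chromosome 17 in mm10, for connections with an ABC score above 0.05 and at least 1 end between the TSSs of Psmb9 and H2-Eb1, and the height of an arc is the ABC score. Vertical ticks are TSSs of listed genes, with 2 arcs in Ctr-OPCs and 10 in IFN-γ-OPCs.

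The largest gains over all genes were those of Gm45754 (0 to 6) and of Gm17922 and Gm27520 (both 0 to 5). A gain of 4 was shared by 21 genes, of which 8 were listed in both tables, Cxcl10 among them, and Gm49160 and Gm26015 (both 0 to 4) came first by summed ABC score. Gm41277, Gm43130, B130024G19Rik and Gm49162 were among the genes with the largest losses, each from 5 to 0. Every listed pair of Gm49162 had a contact of 0, so its scores rest on the pseudocount. Apart from Cxcl10, each gene named in this paragraph was absent from 1 of the 2 tables. Where listed, Gm49162, Gm26015, Gm17922, Gm41277 and Gm43130 had promoter activity quantiles of 0.401 to 0.423, near the limit of 0.4. Their change to or from 0 may reflect that limit. The other genes absent from 1 table had quantiles of 0.483 to 0.584.

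An element with a connection had 2 or more target genes in 29.0% of 7787 cases in Ctr-OPCs and in 28.3% of 8384 in IFN-γ-OPCs. The largest number of target genes for 1 element was 45 and 44, for the same element (chromosome 9, 35305199 to 35305698). It lies at Gm33838, and it matched 410 other places in the genome by sequence.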

Values the study reported

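The study reported that 46.26% of the genes differentially expressed with IFN-γ had changed enhancer-promoter contacts. These were 322 genes, of which 223 were upregulated and 99 downregulated. It used predicted connections with an ABC score above 0.05.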

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

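Of the tests in this part, the comparison with the median of all genes was chosen after the result was seen.

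The summed activity times contact of a gene, the denominator of its scores and a quantity apart from the number of connections, was higher in IFN-γ-OPCs than in Ctr-OPCs at the IFN-γ-induced genes. The median log2 change was 0.62 over the 25 genes with a total in both tables, and 24 of them were higher. Their mean of 0.54 was above all 10000 random lists, which here were not matched on connections. Neighbouring genes share elements, and totals were the same for Psmb9 and Tap1 and for Igtp and Irgm2. The 25 genes are therefore not independent, while the random lists draw genes from anywhere. The test with 1 gene per locus was run on connections only, not on totals. The genes at the MHC, Socs1, Bcas1 and Cyp24a1 loci had a median of 0.52, with 8 of 10 higher, and Bcas1 (-0.16) and Cyp24a1 (-0.13) lower. All of the 8 but Socs1 are neighbours in the MHC region, so they are not independent either. Psmb9 and Tap1 both rose by 0.43, Tap2 by 0.59 and Psmb8 by 0.64, while none of these 4 genes had more connections above the cut-off. A score is a share of the total, so an input rising over all elements of a gene leaves the number of connections as it was. Counts of connections may miss such a rise. At Psmb8 and Tap2 the rise was not even. Their element listed in both tables rose by 0.26 in log2 activity. Its score fell from 0.0545 to 0.0499 for Psmb8 and from 0.0567 to 0.0537 for Tap2. Psmb9 and Tap1 had no pair listed in both tables. The promoter activity quantile rose for all 4 genes, for Psmb9 from 0.824 to 0.996. A part of the promoter therefore stays open for them. A scaling difference between the tables would move all genes alike. The median over 20321 genes was -0.0663, opposite in sign to the lists, which argues against it as the cause. The total also holds the gene's own promoter. For the 15 list genes with a pair listed in both tables, the activity of other elements argues against a rise at the promoter alone. Its mean log2 ratio over these genes, some of which share elements, was 0.77, with 14 of 15 above 0. A response to IFN-γ stays open as a hypothesis, and most genes of the lists were named by the study from its own experiments.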

How the results depend on the processing

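No paired analysis was possible because each table pools the 3 libraries of a condition, although the labels give both conditions the replicate numbers 1 to 3. For the same reason leaving out a replicate was not an option, and the unknown depth limits every comparison of a single pair. Leaving out elements classed as promoters gave no value, because no deposited pair has that class. Intervals for medians, correlations and variance parts came from resampling pairs, which are not independent.

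The mean change of the IFN-γ-induced genes stayed positive and outside the range of random lists under all 11 alternatives, from 0.18 connections per gene at a cut-off of 0.1 to 1.53 over all deposited pairs, and as a change in summed ABC score it was 0.0495. For OPC lineage genes the change of -0.30 passed the limit only against unmatched random lists (percentile 1.70).

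Over all deposited pairs there were 66637 connections in Ctr-OPCs and 71478 in IFN-γ-OPCs, at a cut-off of 0.1 there were 2370 and 2501, and with the power-law score there were 23297 and 23859. The share in IFN-γ-OPCs was 50.6% with the power-law score. Among genes that changed, the share with more connections was 50.1% with equal numbers of top-scoring connections and 50.8% for genes with a connection in both conditions. The first setting balances the tables by construction. The second leaves out genes that go to or from 0 connections, and the cause of its lower share was not tested. For genes listed in both tables the share was 53.6%.

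Shared connections were 45.8% of Ctr-OPC and 42.8% of IFN-γ-OPC connections over all deposited pairs, 51.8% and 48.9% at a cut-off of 0.1, 48.0% and 47.8% with equal numbers, 45.9% and 43.0% with a reciprocal overlap of at least 50%, 51.3% and 47.8% by element centres in the same bin, 57.6% and 54.5% for genes listed in both tables, and 58.5% and 56.9% with the power-law score. Limiting to genes listed in both tables removes connections that have no counterpart by construction, and the cause of the other shifts was not tested.

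The median distance was 15.1 kb in Ctr-OPCs and 15.8 kb in IFN-γ-OPCs over all deposited pairs and 3.73 and 3.86 kb at 0.1. Elements with 2 or more target genes were 40.1% and 39.7% over all deposited pairs and 22.7% and 21.6% at 0.1. The region from Psmb9 to H2-Eb1 had 17 and 43 connections over all deposited pairs and 0 and 1 at 0.1. Spearman's rho of contact was 0.912 over all deposited pairs and 0.744 at 0.1. The median log2 ratio of activity was -0.0910 over all deposited pairs, -0.0587 at 0.1 and, reversed, 0.0375 after dividing by each table's median, a shift common to all elements that by itself says nothing of direction. The contact part of the score variance was 59.6% at 0.1 and 67.4% with a reciprocal overlap of at least 50%. The cause was not tested.

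Of single genes, Sox6 (a gain of 1) reversed to -3 over all deposited pairs and -1 at 0.1, H2-D1 reversed to -1 over all deposited pairs, and Gpr17 reversed from a loss of 1 to a gain of 1 at 0.1. There were 56 other values of single genes that changed between 0 and a gain or loss, 93 that kept their direction and 69 that were 0 under both settings.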

Other observations

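Of the tests in this part, the one with 1 gene per locus was chosen after the result was seen. The tests on genes listed in both tables and without the 10 most active elements were added after the data were seen.

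The scores of the same pair differed between the conditions, and a contact map that differed between them was tested as the cause. Among 11135 pairs in the same bins with contact above 0 in both tables, the log2 ratio of contact had an SD of 0.61, and 2.20% lay within 1% of the median ratio. A single map with 1 factor would give no spread, so the contact term is consistent with separate maps. How much of this spread is noise was asked by quartiles of contact over all pairs listed in both tables. The SD fell from 0.73 in the lowest quartile to 0.36 in the highest, 2.02 times lower. Sampling noise of sparse contacts may therefore account for part of the changes. Without values per library, noise and a change of contact with IFN-γ were not separated, and the spread left in the highest quartile has no measured cause.

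The gain of connections at IFN-γ-induced genes had several candidate explanations. Genes entering the IFN-γ-OPC table did not account for it, since the 25 genes listed in both tables had a mean change of 0.88, above all random lists. A few loci whose genes share elements did not either, since with 1 gene for each of 23 loci (TSSs within 100 kb of the next) the mean change was 0.52 (percentile 99.9). Without the 10 most active elements the mean stayed at 0.63, as 0 connections of the list rested on them. Activity at the elements was higher. Over pairs listed in both tables, 15 genes had a mean log2 ratio of activity of 0.77, above all unmatched random lists, with 14 of 15 above 0. Activity derives from the study's ATAC-seq and H3K27ac data, and the study named part of the list for rises in these signals. Higher activity was thus partly built into the list. The 15 genes are also not independent, as some share elements, Psmb8 and Tap2 among them. The mean log2 ratio of contact was 0.17 (percentile 83.9 of unmatched random lists), with 11 of 15 above 0. The gain is thus consistent with higher activity, while a smaller part of contact cannot be told apart from chance with 15 genes. Pairs absent from the Ctr-OPC table do not enter this test.

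More microglia in the IFN-γ cultures would also raise immune genes. The 20 marker genes (0 of them in another list) had 4 connections in each condition, and 12 were listed in Ctr-OPCs and 13 in IFN-γ-OPCs. The mean log2 change of summed activity times contact was -0.0589 over the 11 with a total in both tables (percentile 37.3 of unmatched random lists). Of these 11, 7 were lower, from Spi1 (-0.30) and Fcgr3 (-0.26) to Cx3cr1 (-0.12), and 4 were higher, the most P2ry12 (0.51). A small share of microglia cannot be told apart from none here, because the total of a gene covers all elements around it and could hide it. A response of the OPCs to IFN-γ stays open as a hypothesis.

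A few elements had activities far above the rest and many target genes. The highest activity, 84.1, was at chromosome 2, 98666095 to 98666594, at Gm10800, an element listed in IFN-γ-OPCs only, with 11 connections. Reads from sequence present in many copies are a candidate source. Of the 10 most active elements, 5 matched 10 or more other places in the genome, against 4 of 50 elements of ordinary activity (8%). The remaining 5 had fewer matches, 4 of them 0, among them 2 elements at Gm26917 on chromosome 17 with activities of 46.5 and 31.6. The assembly may hold fewer copies of a sequence than the genome does, which keeps the question open for these. Leaving out the 10 elements removed 102 connections in Ctr-OPCs and 120 in IFN-γ-OPCs. No biological explanation was tested.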
